A study of Mus musculus with 36 samples. Its data were reported in "NuRD-interacting protein ZFP296 regulates genome-wide NuRD localization and differentiation of mouse embryonic stem cells" (2018).

How the data were processed

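The series holds 36 mouse ChIP-seq samples in 34 groups, made from embryonic stem cells (ESCs) and from the neural progenitors (NPCs) derived from them. Peak lists of 9 samples were analysed here: MBD3 and CHD4 in wild-type ESCs (2 replicates each), MBD3 and CHD4 in NPCs (1 list each), SIN3A in wild-type ESCs from a preparation without and a preparation with spike-in chromatin, and GFP-tagged ZFP296 in ESCs, precipitated with a GFP antibody. The other 27 samples (inputs, histone marks, wild-type MBD3 and CHD4 with spike-in, and both Zfp296 knockout clones) were not analysed here, so the effect of the knockout was not examined. Groups and replicate numbers were taken from the sample titles.

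The authors mapped reads to mm9 (NCBIM37) with BWA, kept uniquely mapped reads, filtered them for quality and removed duplicates. Peaks were called by the authors with MACS for each sample on its own, against an input of the same cell line, so replicates were not pooled. Each deposited peak carries a value on a −log10 scale. Whether the authors' −log10 value comes from a p-value or a q-value is not stated, and it was used here only to rank, filter or describe peaks within a list. The peak names carry a threshold of 0.001 for 8 lists and of 0.0001 for the SIN3A list without spike-in. In each list the lowest value lay just above −log10 of that threshold (3 or 4). Peak names of 7 lists mention normalization to an equal number of reads, and those of both SIN3A lists do not. At that equal number of reads the 7 lists still held from 2304 to 29974 peaks, so peak numbers do not measure depth, and the read numbers behind the SIN3A lists were not known. With no read counts per peak, levels of binding were not compared between lists.

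The labels leave 3 points open. All 29974 peak names of ESC CHD4 replicate 2 refer to a Zfp219 BAC, while its labels give wild-type cells, and the library is treated here as labelled. The ZFP296 line is labelled as an R1 ESC line with a ZFP296 BAC (bacterial artificial chromosome), whereas the study's methods describe a GFP-ZFP296 construct in KH2 ESCs. The SIN3A lists were called at different thresholds, and preparation and spike-in cannot be separated.

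Intervals were checked against the reference sequence of the same build: of 29 chromosomes and contigs in the lists, 0 had a peak beyond the reference length, and 7 contigs had no reference length. Coordinates are given 1-based on mm9. Analyses used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pyfaidx 0.9.0.4, samtools 1.23.1 and matplotlib 3.10.9. Gene positions came from GENCODE vM1, restricted to protein-coding genes.

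A site set of a factor with 2 ESC lists was defined as the peaks of the shorter list that overlap a peak of the longer list by at least 1 bp. ESC-enriched MBD3 sites are ESC sites with no NPC MBD3 peak, NPC-enriched sites are NPC MBD3 peaks with no ESC MBD3 site, and shared sites are ESC sites with an NPC peak. Shares carry 95% exact (Clopper-Pearson) intervals, which cover counting error only. Each of 10 overlaps was tested with a one-sided permutation test against 10000 random placements of the same peaks within their chromosomes, for which 0.0001 is the smallest p possible. Placement was uniform along each chromosome and does not allow for regions that peaks of many factors favour. Site classes were compared with two-sided Fisher's exact tests. Medians of the authors' value within a list were compared with a two-sided permutation test of 100000 resamples, for which 1e-05 is the smallest p possible. Benjamini-Hochberg adjustment was applied within each family of tests.

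Site midpoints on chromosomes 1 to 19, X and Y were assigned to a transcription start site (TSS) window from 1 kb upstream to 5 kb downstream, otherwise to an exon, an intron or intergenic sequence. Their counts were compared by a chi-squared test with as many random regions of the same widths, drawn outside assembly gaps on chromosomes 1 to 19 and X. In addition, 20000 random regions were drawn to show the genomic background. For sequence motifs, 5 fixed strings were searched on both strands in the central 200 bp of each peak and in the region 10 kb downstream: the telomere repeat TTAGGGTTAGGG, its unit TTAGGG, the AP-1 string TGASTCA (S is C or G), the SOX2 string CCATTGT and the POU5F1 octamer ATGCAAAT. Enrichment over control was compared between site classes through the ratio of odds ratios, with a two-sided Wald test.

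Named sites followed a rule: the 3 sites with the highest value of the authors in each of shared, ESC-enriched and NPC-enriched MBD3 sites and in ZFP296 peaks that overlap both MBD3 and CHD4 sites, and the peaks within 100 kb of 14 genes chosen beforehand, which are not all the genes the study assayed. These sets, the overlap tests, the Fisher's exact tests on ZFP296, the median tests, the genomic distribution and the strings were fixed before the data were examined. The strings stand for motifs that the study had reported under these same peaks. Their enrichment in the sets where the study reported them is thus no independent support. Peak shares per chromosome, TSS shares set against each other and ratios of odds ratios were added afterwards. The ratios of odds ratios were first tested by likelihood ratio and then by the Wald test, which changed no call, and differences in strings were first held as percentages and then as percentage points.

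Alternatives covered the overlap rule (at least 50% of both peaks, or midpoints within 500 bp), peaks at or above the median value of each list, lists of equal size, circular shifts of peaks along chromosomes, chromosomes 1 to 19 alone, Fisher's exact tests over merged regions, the union of replicate lists, single replicates, a replicate block, other TSS windows, the control region and a central window of 500 bp. Placement tests of alternatives used 1000 placements. The overlap and placement steps were tested on simulated data made from the chromosome lengths and peak widths of ESC MBD3 replicate 1 and CHD4 replicate 1: all 300 planted overlaps among 2340 peaks were recovered, and 6 of 100 unrelated pairs fell below 0.05. The unrelated pairs were placed uniformly along chromosomes, as in the test itself. Their rate thus does not show how the test behaves on real peaks that cluster in the same regions.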

Results

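ChIP-seq maps the genomic sites that a protein occupies by sequencing the DNA precipitated with it. Peaks of MBD3 and CHD4, a pair of subunits of the nucleosome remodeling and deacetylase (NuRD) complex, were called in mouse ESCs and in NPCs, neural progenitors differentiated from ESCs in vitro. SIN3A, a subunit of another histone deacetylase complex, and GFP-tagged ZFP296, a zinc finger protein, were profiled in ESCs. The ESC MBD3 lists held 2344 peaks in replicate 1 and 7551 in replicate 2. CHD4 gave 11712 peaks in ESC replicate 1 and 29974 in ESC replicate 2, whose peak names refer to a Zfp219 BAC although its labels do not. SIN3A gave 16170 peaks without spike-in and 11422 with spike-in, and GFP-ZFP296 gave 3102. In NPCs, 2304 MBD3 and 20234 CHD4 peaks were called. Median peak widths ranged from 192 bp in ESC MBD3 replicate 2 to 263 bp in SIN3A without spike-in. The per-peak value is the authors' own −log10 value, with medians from 7.93 in ESC MBD3 replicate 1 to 11.8 in SIN3A without spike-in. There are no replicates for NPC MBD3, NPC CHD4 or ZFP296, and all intervals cover counting error only.

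The first question was how far repeated experiments returned the same peaks. Of the 2344 MBD3 peaks of replicate 1, 1508 overlapped a replicate 2 peak, a share of 64.3% (95% exact interval 62.4% to 66.3%). Random placement of the same peaks gave 0.153% on average. The one-sided permutation test gave p = 0.0001, the smallest that 10000 placements can give, and this p held for each of the 10 overlaps tested, with an adjusted p of 0.0001. The alternative that moved the MBD3 overlap most was the use of equal list sizes, which gave 37.8%. For CHD4, 8246 of 11712 replicate 1 peaks (70.4%, interval 69.6% to 71.2%) were found in replicate 2, against 0.645% for placed peaks. For SIN3A, 8843 of 11422 peaks of the spike-in preparation (77.4%, interval 76.6% to 78.2%) were found in the other preparation, against 0.415% for placed peaks. The replicate 2 lists were longer, and 20.7% of MBD3 replicate 2 peaks and 27.7% of CHD4 replicate 2 peaks overlapped replicate 1.

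**Figure D1:**
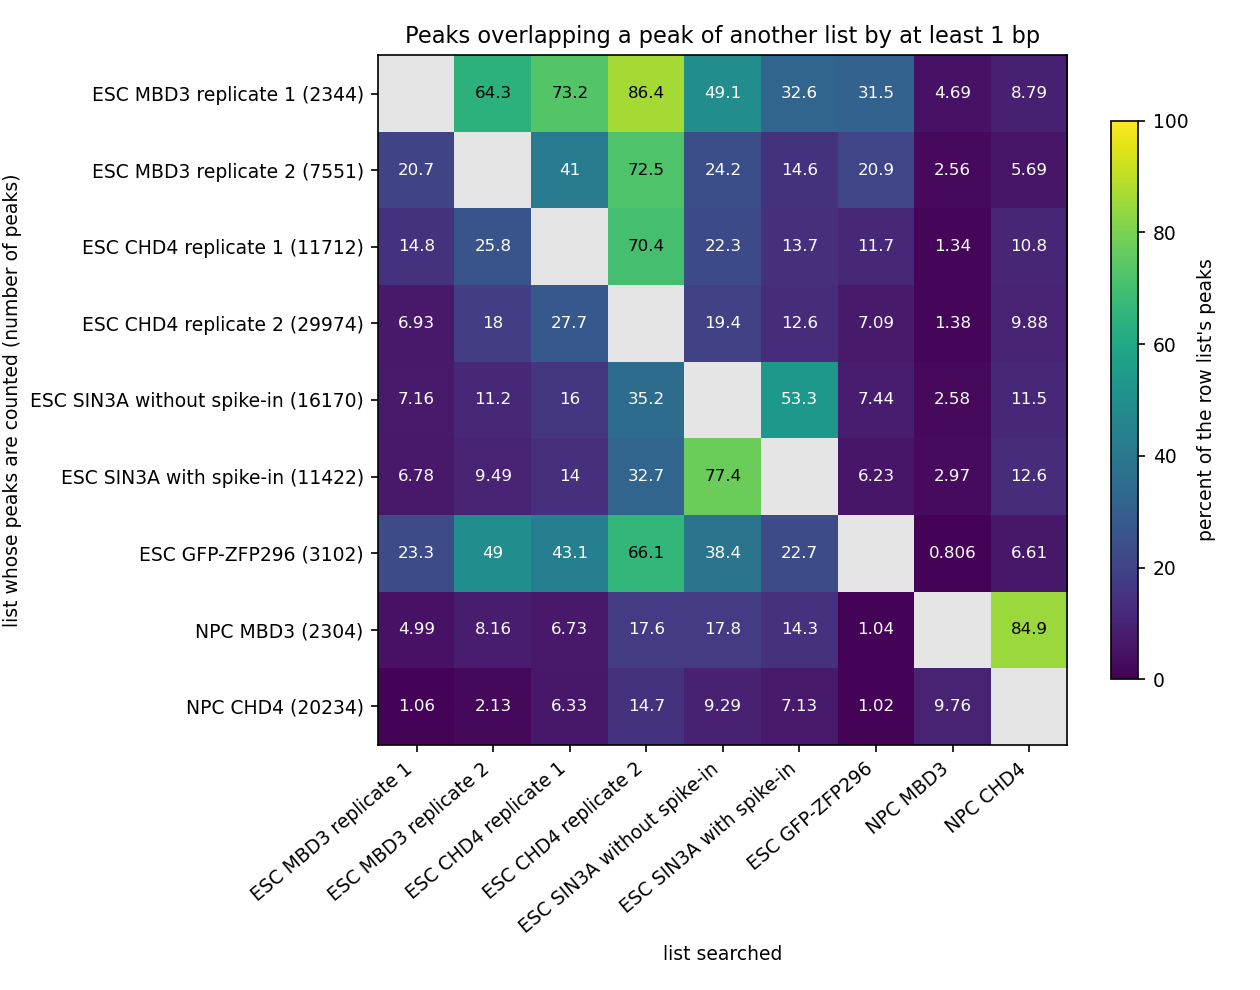
Heat map of the percentage of peaks of each list (vertical axis, number of peaks in parentheses) that overlap a peak of another list (horizontal axis) by at least 1 bp. NPC MBD3 overlapped NPC CHD4 at 84.9% of its peaks and ESC MBD3 replicates 1 and 2 at 4.99% and 8.16%.

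The replicates also differed in how peaks were spread over chromosomes, a comparison added after these values were seen. Chromosome 6 held 2.26 times the share of autosomal peaks in MBD3 replicate 1 that it held in replicate 2, and chromosome 8 held 2.25 times. A chi-squared test over chromosomes 1 to 19 gave p = 7.42e-34 for the MBD3 replicates (adjusted over 10 list pairs, p = 1.86e-33). CHD4 replicates differed as well in the chi-squared test, with a ratio of 1.55 on chromosome 6 but 1.06 on chromosome 8 (p = 2.2e-24), whereas the SIN3A lists did not differ detectably (p = 0.805). Relative to its share of protein-coding genes, chromosome 3 held 2.01 times as many peaks in NPC MBD3 and 1.72 times as many in NPC CHD4, and 0.898 to 0.986 times as many in ESC MBD3.

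**Figure D2:**
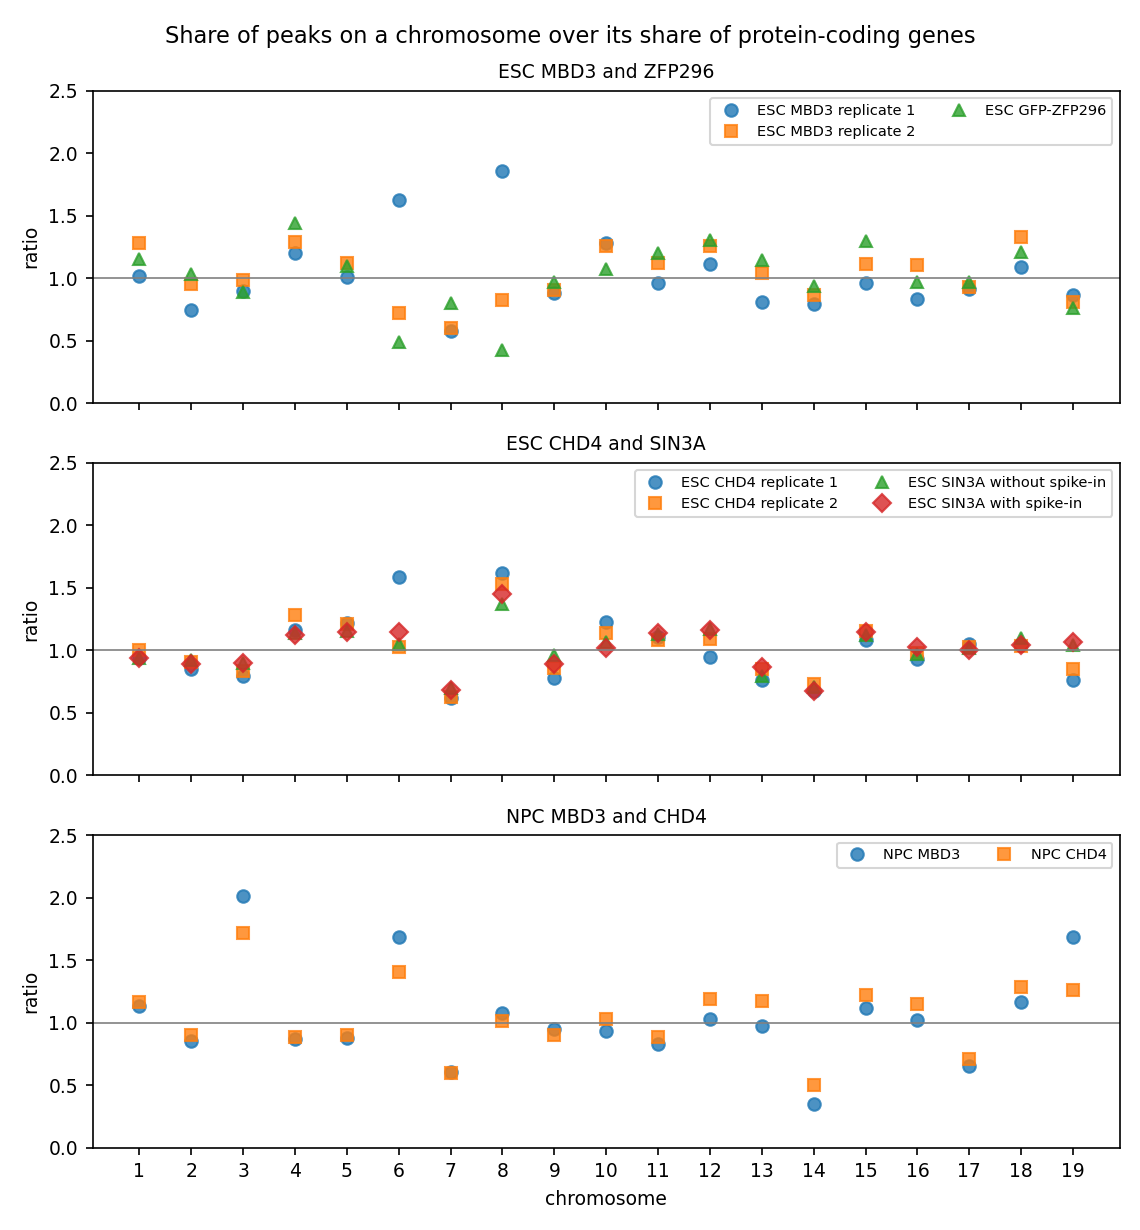
Share of each list's peaks on chromosomes 1 to 19 divided by the chromosome's share of protein-coding genes (vertical axis, no unit), with a point per list. MBD3 replicate 1 stood at 1.62 on chromosome 6 and 1.86 on chromosome 8, and ZFP296 at 0.492 and 0.428.

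To find NuRD sites, MBD3 sites were compared with CHD4 sites. In ESCs, 1274 of the 1508 MBD3 sites overlapped a CHD4 site (84.5%, interval 82.6% to 86.3%), against 0.211% for placed sites. In NPCs the number was 1957 of 2304 MBD3 peaks (84.9%, interval 83.4% to 86.4%), against 0.408% for placed peaks. These shares did not differ detectably (odds ratio 0.965, interval 0.803 to 1.16, two-sided Fisher's exact test, p = 0.713), but the ESC sites had to be found in both replicates and the NPC peaks come from single lists. Single ESC lists of the same replicate number gave lower shares, 73.2% (interval 71.3% to 74.95%) in replicate 1 and 72.5% (interval 71.4% to 73.5%) in replicate 2. Across replicate numbers, 86.4% of MBD3 replicate 1 peaks overlapped CHD4 replicate 2, and 41.0% of MBD3 replicate 2 peaks overlapped CHD4 replicate 1. Whether the cell types differ is therefore left open. Most CHD4 sites lacked MBD3: 6953 of 8246 in ESCs and 18259 of 20234 in NPCs. When intersected segments were counted in place of whole peaks, the ESC sets held 1585 MBD3 and 8616 CHD4 sites.

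MBD3 peaks with a CHD4 site had higher values of the authors than those without in each of the 3 MBD3 lists. In ESC replicate 1 the medians were 8.76 for 1644 peaks with CHD4 and 6.85 for 700 without, a difference of 1.91. ESC replicate 2 gave a difference of 2.52 and NPCs gave 1.23. The two-sided permutation test gave p = 1e-05 in each list, the smallest that 100000 resamples can give, as did adjustment over the 3 tests. Overlap by midpoints within 500 bp moved the replicate 1 difference most, to 1.58. Restriction to peaks of the middle width class moved the other differences most, to 1.50 in ESC replicate 2 and 1.49 in NPCs. Peaks with CHD4 were also wider, with a median of 268 bp against 211.5 bp in replicate 1.

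The cell types were then compared to ask how much NuRD binding changes on differentiation. Only 66 of 1508 ESC MBD3 sites overlapped an NPC MBD3 peak (4.38%, interval 3.40% to 5.53%), more than the 0.0510% of placed sites and less than the 64.3% between ESC replicates. With lists of equal size these shares were 5.52% between cell types and 37.8% between replicates. Without replicate 1 the share was 2.56%. In the other direction, 70 of 2304 NPC MBD3 peaks (3.04%) overlapped an ESC site, and 4.99% and 8.16% overlapped a peak of replicate 1 and of replicate 2 alone. This left 1442 ESC-enriched and 2234 NPC-enriched MBD3 sites. For CHD4, 1080 of 8246 ESC sites overlapped an NPC peak (13.1%, interval 12.4% to 13.8%), against 0.435% for placed sites. A Fisher's exact test over merged regions of all lists reversed the direction for CHD4, with an odds ratio of 0.314. The same test gave 1.35 for MBD3 between cell types (Fisher's exact p = 0.0193), and 52.3 and 14.3 for MBD3 with CHD4 in ESCs and NPCs. Every region in that background holds at least 1 peak of some list, which can lower odds ratios but did not reverse the others. Whether the background or a difference between cell types caused the reversal was not tested.

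Site classes were placed on the gene annotation to ask where each kind of site lies. Of 66 shared MBD3 sites, 45 lay in a TSS window (68.2%, interval 55.6% to 79.1%), compared with 244 of 1441 ESC-enriched sites (16.9%, interval 15.0% to 18.97%) and 647 of 2234 NPC-enriched sites (29.0%, interval 27.1% to 30.9%). Among 20000 random regions 8.22% lay there. Each class differed from random regions of the same number and widths by a chi-squared test over TSS, exon, intron and intergenic counts, with p = 2.72e-10 for shared, 2.26e-13 for ESC-enriched and 4.16e-70 for NPC-enriched sites. A TSS window of 1 kb to each side moved the shared sites most, to 62.1%. Intergenic shares were 25.8% of shared, 54.2% of ESC-enriched and 42.1% of NPC-enriched sites, and 59.7% of random regions. The odds of a TSS position were higher in shared than in ESC-enriched sites (odds ratio 10.5, interval 5.99 to 18.9, two-sided Fisher's exact test, p = 5.71e-19). With classes from replicate 1 alone, 28.1% of ESC-enriched sites lay in a TSS window and this odds ratio was 7.13 (interval 4.56 to 11.4). From replicate 2 alone they were 17.8% and 10.7 (interval 7.77 to 14.9). They were also higher in NPC-enriched than in ESC-enriched sites (odds ratio 2.00, interval 1.69 to 2.37, Fisher's exact p = 3.47e-17). This second difference rested on MBD3 replicate 2, since with replicate 1 alone the odds ratio was 0.989 (interval 0.865 to 1.13, Fisher's exact p = 0.893).

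**Figure D3:**
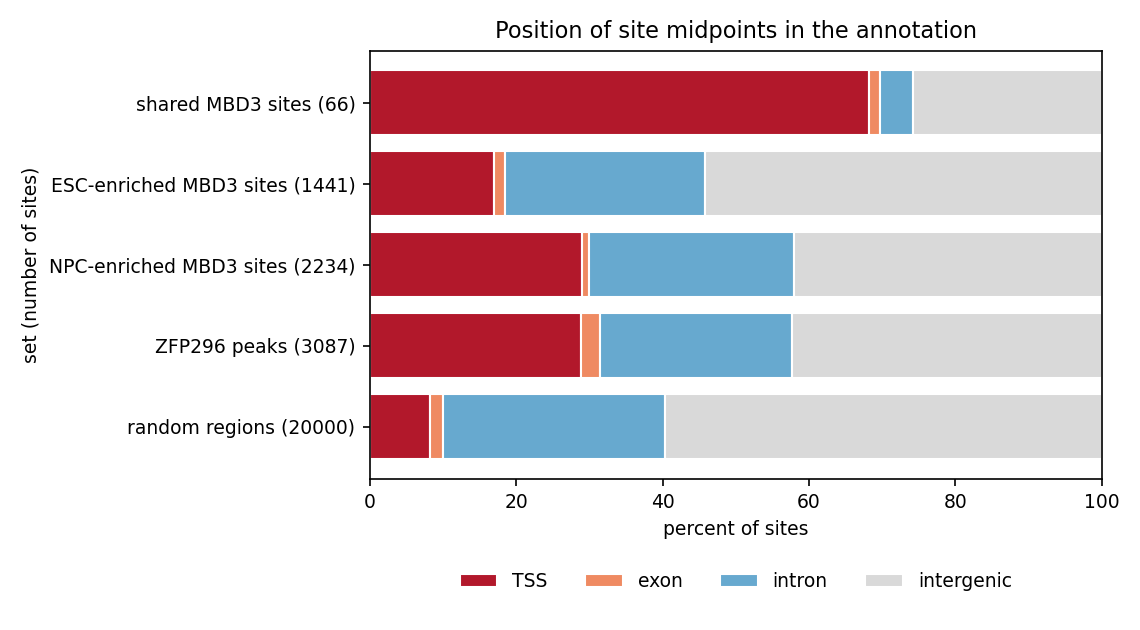
Percentage of sites (horizontal axis) whose midpoint lies in a TSS window, an exon, an intron or intergenic sequence, for each MBD3 class, ZFP296 peaks and random regions (number of sites in parentheses). TSS windows took 68.2% of shared MBD3 sites and 8.22% of random regions.

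ZFP296 peaks were compared with NuRD and SIN3A to ask whether the proteins occupy the same sites. Of 3102 ZFP296 peaks, 623 overlapped an MBD3 site (20.1%, interval 18.7% to 21.5%), against 0.0348% for placed peaks. A CHD4 site was overlapped by 1239 (39.9%, interval 38.2% to 41.7%) and a SIN3A site by 555 (17.9%, interval 16.6% to 19.3%), against 0.188% and 0.213% for placed peaks. These shares depended on single lists: the MBD3 share was 49.0% without replicate 1, the CHD4 share was 66.1% without replicate 1, and the SIN3A share was 38.4% without the spike-in preparation. Placement cannot show that an overlap is specific, since peaks of different factors may favour the same regions. Over merged regions of all lists, Fisher's exact tests gave odds ratios of 18.4 for MBD3, 5.50 for CHD4 and 1.72 for SIN3A. NPC MBD3 peaks overlapped the SIN3A lists without and with spike-in at 17.8% and 14.3%, compared with 38.4% and 22.7% of ZFP296 peaks. MBD3 and CHD4 sites were both present at 560 ZFP296 peaks, all 3 factors at 202 and none of the 3 at 1603 (51.7%). Seen from MBD3, 634 of 1508 ESC sites carried a ZFP296 peak (42.0%). ZFP296 peaks lay in TSS windows at 889 of 3087 positions (28.8%, interval 27.2% to 30.4%), in introns at 26.2% and between genes at 42.3%, and differed from random regions (chi-squared test, p = 2.71e-110).

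Whether ZFP296 marks the NuRD sites of ESCs was examined across site classes. It was present at 629 of 1442 ESC-enriched MBD3 sites (43.6%, interval 41.0% to 46.2%) and at 19 of 2234 NPC-enriched sites (0.850%, interval 0.513% to 1.32%), an odds ratio of 90.2 (interval 56.7 to 152, two-sided Fisher's exact test, p = 1.26e-268). ZFP296 was profiled in ESCs alone. The union of both MBD3 lists moved this odds ratio most, to 52.9, and it was 56.7 without replicate 1 and 59.0 without replicate 2. Within ESC sites, 5 of 66 shared sites carried ZFP296 (7.58%, interval 2.51% to 16.8%), an odds ratio of 9.44 for ESC-enriched over shared sites (interval 3.80 to 30.3, exact p = 3.22e-10). Without replicate 1 it was 3.19. These classes also differ in position, with 68.2% of shared and 16.9% of ESC-enriched sites in TSS windows. The test did not separate position from class. SIN3A sites were present at 219 of 623 ZFP296 peaks with MBD3 (35.2%) and at 336 of 2479 without it (13.6%), an odds ratio of 3.46 (interval 2.81 to 4.24, exact p = 4.32e-32). This fell to 1.65 without MBD3 replicate 1. Adjusted over these 3 tests, the largest p was 3.22e-10.

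Fixed strings were searched under peaks to ask which sequences accompany each set, with 15 tests adjusted together and two-sided Fisher's exact tests throughout. The study had reported the telomere repeat, SOX2 and POU5F1 motifs under ZFP296 peaks. It had also reported SOX2 and POU5F1 motifs in ESC-specific and FOS/JUN (AP-1) motifs in NPC-specific NuRD sites. Enrichment of these strings in the same lists is therefore not independent evidence. The telomere repeat TTAGGGTTAGGG lay under 12 of 3087 ZFP296 peaks (0.389%, interval 0.201% to 0.678%) and in 0 control regions, with an exact interval up to 0.119% (exact p = 0.000483, adjusted p = 0.00104). Its unit TTAGGG was found in 10.4% of ZFP296 peaks and 8.45% of controls (odds ratio 1.25, exact p = 0.0114, adjusted p = 0.0214), and a central window of 500 bp moved this difference most, to 3.30 percentage points. The octamer ATGCAAAT was found in 4.66% of ZFP296 peaks and 1.07% of controls (odds ratio 4.53, exact p = 3.52e-18), and the SOX2 string CCATTGT in 6.32% and 2.43% (odds ratio 2.71, p = 5.18e-14). ESC-enriched MBD3 sites held the octamer at 5.90% against 1.60% in controls (odds ratio 3.86, exact p = 7.63e-10) and the SOX2 string at 7.43% against 2.64% (odds ratio 2.96, p = 3.6e-09). In NPC-enriched sites the AP-1 string TGASTCA was found at 48.8% (interval 46.7% to 50.9%) against 3.89% in controls (odds ratio 23.6, exact p = 4.38e-289). It was not detectably enriched in ESC-enriched sites (3.19% against 3.40%, exact p = 0.835) or ZFP296 peaks (3.73% against 3.56%, p = 0.786). The octamer was rarer in NPC-enriched sites than in controls (0.537% against 1.25%, adjusted p = 0.0269) and the SOX2 string more frequent (4.25% against 2.33%, adjusted p = 0.000983), but with controls 10 kb upstream these differences gave exact p = 0.457 and p = 0.0686. With a central 500 bp, exact p was 0.00237 for the octamer and 0.237 for the SOX2 string.

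**Figure D4:**
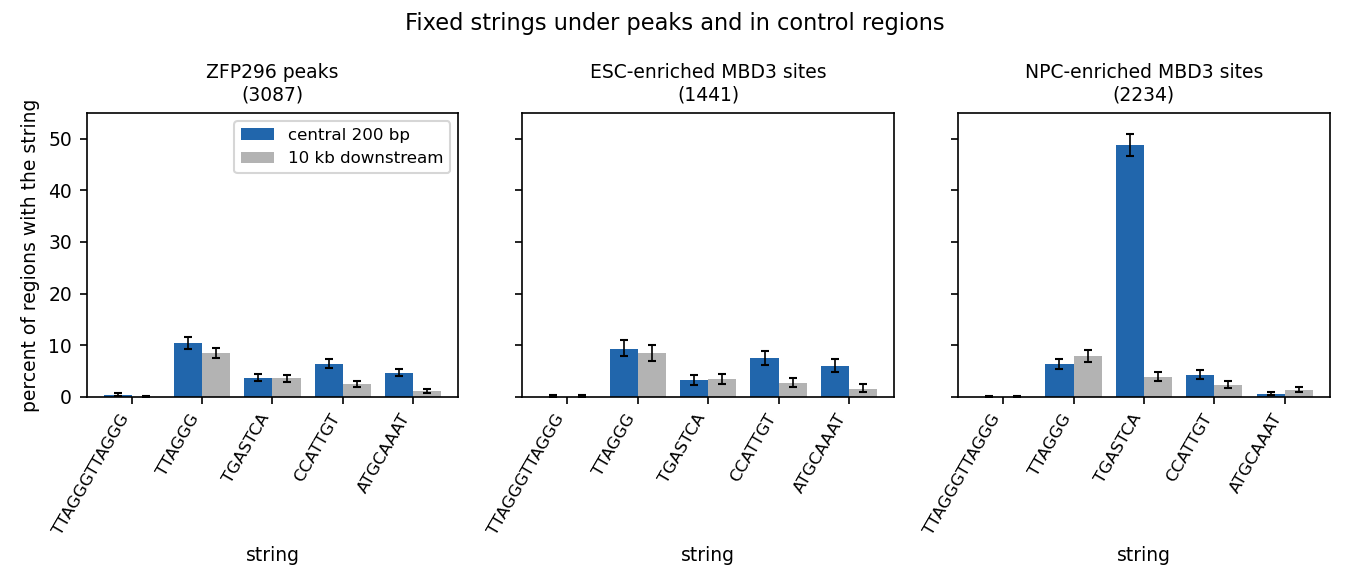
Percentage of peaks (central 200 bp) and of control regions 10 kb downstream that hold each fixed string (horizontal axis), with 95% exact intervals, for ZFP296 peaks and MBD3 site classes (number of sites in parentheses). The string TGASTCA lay under 48.8% of NPC-enriched sites and 3.19% of ESC-enriched sites.

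The strongest shared MBD3 site was at mm9 chromosome 6, 47544183 to 47544713, in the TSS window of Ezh2, with a value of 55.4 in ESC replicate 1. The next were intergenic near Klhl17 (chromosome 4, 155610457 to 155610793, value 37.2) and in the TSS window of Dazap1 (chromosome 10, 79727196 to 79727554, value 30.9). ESC-enriched sites were led by an intergenic site on chromosome 8 (14014350 to 14015550, value 44.7), which also carried ZFP296, SIN3A and CHD4 peaks. An intron of Chd9 on chromosome 8 (93375497 to 93375824, value 38.9) and the TSS window of Naprt1 on chromosome 15 (75720664 to 75721096, value 35.8) followed. Among NPC-enriched sites the highest value was 63.6, in the TSS window of Sec24b (chromosome 3, 129763596 to 129763895). The next sites lay in an intron of Gxylt2 (chromosome 6, 100750563 to 100750879, value 52.3) and upstream of Cdk13 (chromosome 13, 17896902 to 17897206, value 48.6). The Sec24b and Cdk13 sites had an MBD3 peak in a single ESC replicate, so NPC-enriched does not mean unbound in ESCs. Chromosomes 3, 6 and 8, which hold 5 of these MBD3 sites, are among those whose peak shares differed between lists. ZFP296 peaks with MBD3 and CHD4 were led by an intergenic peak near Hspa8 (chromosome 9, 40602218 to 40602739, value 80.5), an intergenic peak upstream of Zfp296 (chromosome 7, 20160891 to 20161529, value 75.2), a gene that the labels give as the one on the BAC of this line, and an intergenic peak near Slc2a1 (chromosome 4, 118744114 to 118744921, value 62.4).

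ESC MBD3 sites were counted within 100 kb of 14 genes chosen beforehand. Nanog, Esrrb and Pou5f1 had 4 each, Sall4 had 5 and Tbx3 had 3, and these 5 genes had 0 NPC MBD3 peaks. The Esrrb gene body held a ZFP296 peak with a value of 38.2 at chromosome 12, 87842585 to 87843147, and Pou5f1 had a ZFP296 peak of value 11.3 at its start (chromosome 17, 35642860 to 35643094). Ubtd1 had 0 ESC MBD3 sites and 5 NPC MBD3 peaks, the nearest inside the gene (chromosome 19, 42091353 to 42091559, value 22.0). Smad3 had 0 and 2, Atf3 and Tgif2 had 0 and 1, and Lefty2 had 0 and 2, respectively. Notch1 had 1 ESC site and 6 NPC peaks, and Yap1 had 1 of each. Zfp296 itself had 3 ESC MBD3 sites and 4 ZFP296 peaks and 0 NPC MBD3 peaks, and Dazl had 0 of all 3 kinds. The study tested MBD3 by ChIP-qPCR near Nanog, Esrrb, Pou5f1, Sall4, Tbx3, Ubtd1, Notch1, Smad3, Atf3 and Yap1. Those tests served sites it classed as ESC-enriched, NPC-enriched or shared. The split of these genes between cell types is thus no independent support.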

Values the study reported

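In ESCs, the study gave 1585 MBD3 binding sites found in both replicates, of which 1354 also carried a CHD4 peak. It counted 7262 CHD4 peaks without MBD3. From a limited overlap, the study proposed that many NuRD sites, more than 95%, may be specific to a cell type. For GFP-ZFP296 the study counted 3102 peaks, of which 21% overlapped MBD3, 42% overlapped CHD4 and 18% overlapped SIN3A. It placed 26% of ZFP296 sites at a TSS, 39% between genes and 30% in introns. Of cell-type specific NuRD sites, 72% in NPCs and 82% in ESCs were mapped to introns or intergenic sequence.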

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

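The tests of ratios of odds ratios, the tests with single ESC lists and the split of AP-1 sites by TSS windows were chosen only after the result was seen, and the omission of 5 chromosomes was chosen after their peak shares were seen but before the results it tests.

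The AP-1 string TGASTCA stood out because its enrichment over control differed between cell types: the odds ratio in NPC-enriched MBD3 sites was 25.1 times that in ESC-enriched sites (interval 15.7 to 40.2, two-sided Wald test on sites, n = 2234 and n = 1441, p = 2.44e-41). The tables argue against base composition, since of the scrambled strings TCASTGA and GTASTAC the larger ratio was 1.21 (interval 0.760 to 1.94). Without chromosomes 3, 6, 8, 14 and 19, whose peak shares differed between lists, the ratio was 24.4 (interval 13.9 to 43.03). The requirement of both ESC replicates does not account for it either, since the highest share in a single ESC MBD3 list was 4.06%, against 47.6% in NPC MBD3. NPC CHD4 peaks, an independent precipitation of the same cell type, held the string at 42.3%. In NPC-enriched sites it was found at 60.4% of 1587 sites outside TSS windows and 20.4% of 647 sites inside them (odds ratio 5.96, interval 4.78 to 7.45, Fisher's exact p = 2.42e-69). A difference between cell types in AP-1-bound distal sites may therefore underlie the pattern, as a hypothesis found and tested on the same lists. The study had already reported the FOS/JUN motif in NPC-specific NuRD sites and related it to a report of c-JUN recruiting NuRD. It found none of the histone marks it examined at these sites, which seemed highly methylated in both cell types. Binding of AP-1 itself was not measured here. There is 1 NPC library per factor, and growth conditions, which differ between the cell types, were not tested.

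The octamer ATGCAAAT differed in the other direction, with a ratio of odds ratios of 0.110 for NPC-enriched over ESC-enriched sites (interval 0.0483 to 0.251, Wald test on sites, n = 2234 and n = 1441, p = 1.52e-07), which is 9.08 for ESC-enriched over NPC-enriched sites (interval 3.99 to 20.7). Without the same 5 chromosomes it was 5.88 (interval 2.26 to 15.3). Base composition and octamer binding cannot be told apart here, because of the scrambled octamers TAAGCATA and ATACTGAA the larger ratio for ESC-enriched over NPC-enriched sites was 2.01 (ATACTGAA), with an interval of 0.520 to 7.74, which overlaps that of the octamer. The depletion in NPC-enriched sites adds to the ratio and was not past the threshold with controls 10 kb upstream (−0.224 percentage points), but was with a central 500 bp (−1.39 points, exact p = 0.00237). A difference in POU5F1 occupancy between ESCs and NPCs stays open and was not tested.

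TSS positions stood out because their excess over random regions was larger in NPC-enriched than in ESC-enriched MBD3 sites, by a ratio of odds ratios of 1.72 (interval 1.28 to 2.31, Wald test on sites, n = 2234 and n = 1441, p = 0.000366). Chromosomes with unequal peak shares do not explain it, since without them the direct odds ratio was 1.95 (interval 1.60 to 2.39). With MBD3 replicate 1 alone the odds ratio was 0.989 (interval 0.865 to 1.13, Fisher's exact p = 0.893), and with replicate 2 alone it was 1.67 (interval 1.49 to 1.87, p = 4.32e-18). The difference may thus come from the ESC replicate lists rather than from the cell types, and a cell-type difference stays open as untested.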

How the results depend on the processing

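Among the alternatives, intersected segments, the omission of chromosomes 3, 6, 8, 14 and 19 and genes of all types were chosen after seeing the data, and the other alternatives were set out before.

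Of 90 alternative values for the 10 overlaps, 89 kept their direction and their side of the threshold. The exception was the overlap of ESC CHD4 sites with NPC, where Fisher's exact test over merged regions gave an odds ratio of 0.314. By construction, every region there holds a peak of at least 1 list, so a region without the first factor tends to hold another. This holds for every overlap tested there, and the other odds ratios ranged from 1.35 to 52.3. The background thus does not by itself account for the reversal. All 9 alternative values of the odds ratios, all 6 of the median differences and all 12 of the genomic distributions kept theirs. Equal list sizes lowered the share of ESC MBD3 sites with CHD4 from 84.5% to 27.0% and that in NPCs from 84.9% to 27.4%, since only the strongest peaks of the longer lists were kept. ZFP296 overlaps ranged from 11.1% to 52.2% for MBD3, from 9.32% to 69.4% for CHD4 and from 2.80% to 43.3% for SIN3A.

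Leaving out either replicate or preparation moved most shares, since a single list then stands in for peaks found in both. No test was run on these values. When either replicate was left out, ESC MBD3 sites shared with CHD4 ranged from 72.5% to 73.2%. Those fits removed the MBD3 and the CHD4 list of the same replicate number together. The other fits each left out 1 list. ESC MBD3 sites shared with NPC ranged from 2.56% to 4.69% and ESC CHD4 sites shared with NPC from 9.88% to 10.8%. ZFP296 peaks shared with MBD3 ranged from 23.3% to 49.0%, with CHD4 from 43.1% to 66.1% and with SIN3A from 22.7% to 38.4%. Odds ratios of ZFP296 ranged from 56.7 to 59.0 for ESC-enriched against NPC-enriched sites and from 3.19 to 10.3 for ESC-enriched against shared sites, and those of SIN3A with MBD3 from 1.65 to 3.45. The higher overlap of ZFP296 with MBD3 and the lowest of each odds ratio arose without MBD3 replicate 1, which leaves the longer list.

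With MBD3 and CHD4 compared within each replicate number, as a replicate block, the share was 72.8% and no call changed. The numbers did not pair the lists clearly: at an equal size of 2344 peaks, MBD3 replicate 1 overlapped CHD4 replicate 1 at 33.7% and CHD4 replicate 2 at 26.9%, and MBD3 replicate 2 overlapped them at 24.0% and 25.9%.

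For the strings, judged by unadjusted exact p, 24 of 30 alternative values kept their call, 5 became weaker and 1 stronger. With p adjusted over the 15 tests of each setting, 26 kept it, 3 became weaker and 1 stronger. The difference is TTAGGG in NPC-enriched sites, at −1.57 points over control, which was not past the threshold after adjustment (exact test, adjusted p = 0.0711). The cause was not tested. With controls 10 kb upstream, TTAGGG in ESC-enriched sites rose to 2.43 percentage points over control (exact p = 0.0200). In NPC-enriched sites the same controls gave −0.985 points for TTAGGG, 1.07 for CCATTGT and −0.224 for ATGCAAAT. A central 500 bp gave −2.24 points for TTAGGG, 0.985 for CCATTGT and −1.39 for ATGCAAAT there, the last a larger depletion than the −0.716 points of the central 200 bp. The telomere repeat under ZFP296 peaks rests on 12 peaks, and the shared MBD3 class on 66 sites, which limits both.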

Other observations

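Tests chosen only after the result was seen were those of gene density, of TSS positions with single ESC lists, of both chromosome Y explanations and of the Zfp296 locus, and the measures of the gene density test and of the first chromosome Y test were replaced after their first values were seen, which turned the latter from undecided to an argument against its explanation; the omission of 5 chromosomes was chosen after their peak shares were seen.

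MBD3 replicate 1 had a larger share of its peaks on chromosomes 6 and 8 than replicate 2, although fewer peaks (206 against 294 and 218 against 312), and the excess ran along most of their length: 27 of 28 windows of 10 Mb (96.4%) lay above the genome-wide ratio of the lists, compared with 30.8% of 227 windows on other autosomes. For CHD4 replicates, 14 of 15 windows of chromosome 6 lay above it, while chromosome 8 had a ratio of 1.06. Within 8 classes of gene density and TSS position the odds ratio of replicate 1 to replicate 2 peaks on these chromosomes was 2.63 (interval 2.29 to 3.02), and 2.53 without classes, which argues against gene density. Removal of the 5 fullest windows of each chromosome left an odds ratio of 2.45 (interval 2.01 to 2.97), which argues against a few clusters. In NPCs, 15 of 16 windows of chromosome 3 (93.8%) held more CHD4 peaks per ESC replicate 2 peak than the genome did. A whole-chromosome copy number difference between cultures, or between ChIP and input, may explain these patterns. Between MBD3 and CHD4 lists of the same number, replicate 1 did not differ detectably (chi-squared p = 0.111, ratios of 1.02 on chromosome 6 and 1.15 on chromosome 8). Replicate 2 did (chi-squared p = 6.96e-37, ratios of 0.7003 and 0.538), so for replicate 2 the lists need not come from the same culture. Input libraries were not analysed here, and no biological explanation was tested.

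The small overlap of MBD3 sites between ESCs and NPCs was tested against technical causes. Without chromosomes 3, 6, 8, 14 and 19 it was 4.31% (48 of 1113 sites). Among ESC sites in the upper quartile of the authors' value it was 6.27% (24 of 383, interval 4.06% to 9.18%), below the 85.2% of upper-quartile replicate 1 peaks found in replicate 2, a longer list, and below the 57.4% found in its 2304 strongest peaks, the length of the NPC list. With all lists at equal size, the overlap was 5.52% between cell types and 37.8% between replicates. Neither unequal chromosomes nor weak sites likely account for it, and a difference between the cell types remains a hypothesis with 1 NPC library.

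MBD3 replicate 1 peaks overlapped CHD4 replicate 2 (86.4%) more often than MBD3 replicate 2 (64.3%). With all lists at the length of the shortest, 37.8% were found in MBD3 replicate 2 and 26.9% in CHD4 replicate 2, so the length of the lists may explain the order. Of 234 ESC MBD3 sites without a CHD4 site, 214 (91.5%, interval 87.1% to 94.7%) had a CHD4 peak of either replicate within 500 bp. This leaves 20 sites (1.33% of all MBD3 sites) with none nearby. Most MBD3 sites counted as lacking CHD4 may thus reflect the requirement of both replicates or of direct overlap. The test relaxed both requirements at once and cannot separate them.

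MBD3 replicate 1 peaks absent from replicate 2 lay in TSS windows at 50.3% of 835 positions, against 19.2% of 1507 found in both (odds ratio 4.27, interval 3.52 to 5.16, Fisher's exact p = 3.06e-54). Weak peaks do not explain this, since peaks of replicate 1 at or above its median value gave 4.28 (interval 3.14 to 5.81), nor do the 5 chromosomes, whose omission gave 4.34 (interval 3.45 to 5.46). For CHD4 replicate 1 peaks split in the same way, the odds ratio was 1.18 (interval 1.08 to 1.29, Fisher's exact p = 0.000201). A start-site signal common to both precipitations of replicate 1 could thus contribute, but at that size it would leave most of the MBD3 difference unexplained. No biological explanation was tested.

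The higher TSS share of shared over ESC-enriched MBD3 sites was not explained by width, strength or the ESC list used. Among sites of the widest quartile the odds ratio was 9.88 (interval 2.70 to 39.6, p = 0.000152, two-sided Fisher's exact test), with 13 shared sites, and among sites of the strongest quartile it was 32.4 (interval 10.1 to 134). With classes from a single ESC list the smaller odds ratio was 7.13 (interval 4.56 to 11.4), from replicate 1.

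The 12 ZFP296 peaks with the telomere repeat were compared with other lists. The repeat lay under 9 of 79081 peaks of the 6 other ESC lists, an odds ratio of 34.3 (interval 13.2 to 92.2, Fisher's exact p = 1.66e-12), which argues against a region enriched in every ChIP. Their median value was 15.7, against 8.43 for other ZFP296 peaks (two-sided permutation test, p = 0.0001), which argues against peaks at the threshold. None of the 12 overlapped an MBD3 or CHD4 site, and 1 overlapped a peak of any other ESC list. Binding of ZFP296 to telomere repeats within chromosomes may underlie these 12 peaks, as a hypothesis, although a property of the GFP antibody or of the tagged line was not tested.

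The ZFP296 list held 9 peaks on chromosome Y and the other 8 lists held 0. All 9 lay between 2688241 and 2775365 on mm9, a span of 87.1 kb or 3.22% of the sequenced chromosome, which argues against a difference in the whole chromosome between the line and its input, and 0 lay in TSS windows. Each held the string AAAATGAGAA, which occurs in the mouse major satellite and was picked from these sequences. In ZFP296 peaks on other chromosomes its odds ratio over control was 1.60 (interval 0.806 to 3.30, Fisher's exact p = 0.198). The string lay under 0.780% of these peaks and under 0% to 0.248% of peaks of the 8 other lists, a difference that was not tested and would favour the repeat. With the control regions at 0.487%, a satellite-like repeat and another feature of this region cannot be told apart, given 24 peaks with the string outside chromosome Y.

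The intergenic peak upstream of Zfp296 was among the strongest of the ZFP296 list, and the locus is the one tagged according to the labels. Of 673 genes with 5 ESC CHD4 sites within 100 kb, 67 (9.96%) had 4 or more ZFP296 peaks there, as Zfp296 has. With the labelled BAC, extra copies of the locus in the tagged line and binding of ZFP296 near its own gene cannot be told apart. All 4 peaks also had a wild-type peak of another factor, and no input of the line was used here. The study's methods instead describe ZFP296 cloned from cDNA, which would bring no extra copies of this upstream sequence. Which description applies was not settled.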
